# Transcriptomic Analysis of High Fat Diet Fed Mouse Brain Cortex

**DOI:** 10.3389/fgene.2019.00083

**Published:** 2019-02-19

**Authors:** Gwangho Yoon, Kyung A Cho, Juhyun Song, Young-Kook Kim

**Keywords:** non-coding RNAs, long non-coding RNAs, circular RNAs, high fat diet, brain cortex

## Abstract

High fat diet can lead to metabolic diseases such as obesity and diabetes known to be chronic inflammatory diseases with high prevalence worldwide. Recent studies have reported cognitive dysfunction in obese patients is caused by a high fat diet. Accordingly, such dysfunction is called “type 3 diabetes” or “diabetic dementia.” Although dysregulation of protein-coding genes has been extensively studied, profiling of non-coding RNAs including long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs) has not been reported yet. Therefore, the objective of this study was to obtain profiles of diverse RNAs and determine their patterns of alteration in high fat fed brain cortex compared to normal brain cortex. To investigate regulatory roles of both coding and non-coding RNAs in high fat diet brain, we performed RNA sequencing of ribosomal RNA-depleted RNAs and identified genome-wide lncRNAs and circRNAs expression and co-expression patterns of mRNAs in high fat diet mouse brain cortex. Our results showed expression levels of mRNAs related to neurogenesis, synapse, and calcium signaling were highly changed in high fat diet fed cortex. In addition, numerous differentially expressed lncRNAs and circRNAs were identified. Our study provides valuable expression profiles and potential function of both coding and non-coding RNAs in high fat diet fed brain cortex.

## Introduction

It is known that metabolic diseases such as diabetes and obesity (Grundy, 2005) can trigger brain dysfunction and contribute to the development of dementia (Parrott and Greenwood, 2007; Craft, 2009). Epidemiologic studies have demonstrated the association between obesity caused by high fat diet intake and increased risk of Alzheimer’s disease (AD) accompanied by a cognitive decline (Luchsinger et al., 2002; Greenwood and Winocur, 2005). In addition, clinical studies have reported that diabetes patients have increased risk of AD compared to normal subjects (Brands et al., 2005) and 80% of AD patients have high fasting blood glucose level (Janson et al., 2004). Furthermore, a significant association between high fat diet and cognitive dysfunction has been reported (Winocur et al., 2005; Cordner and Tamashiro, 2015). Some epidemiological studies have shown that high fat diet intake of mostly omega-6 and saturated fatty acid can trigger impaired performance for a cognitive task (Morris et al., 2004; Zhang et al., 2006). On the other hand, a clinical study has reported that lower fat diet consisting of omega-3 fatty acids could suppress a cognitive decline in healthy older subjects (Uranga et al., 2010). In animal models, high fat diet feeding leads to a reduction of hippocampal dendrite integrity, activation of microglia (Granholm et al., 2008), brain insulin resistance, and cognitive impairment in mice (Kothari et al., 2017). It can also worsen learning ability and suppress long-term potentiation (LTP) associated with memory function in the rat (Stranahan et al., 2008). Several studies have highlighted that high fat diet feeding can inhibit synaptic plasticity in the prefrontal cortex (Val-Laillet et al., 2011) and cause reduction of BDNF protein, a critical protein for promoting LTP and enhancing synaptic plasticity in prefrontal cortex known to be the key brain area in learning and memory function (Kanoski et al., 2007; Noble et al., 2011). Given these previous studies, the study on high fat diet fed brain cortex to find detailed mechanisms and related genes in high fat-induced cognitive decline is important.

Although previous studies investigated the alteration of various protein-coding genes in high fat diet fed brain, they did not investigate non-coding RNAs including long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs) (Lee et al., 2010; Nam et al., 2017). Non-coding RNAs are divided into lncRNAs (>200 nt) and small non-coding RNAs (20–200 nt) (Wapinski and Chang, 2011). It has been estimated that there are more than 50,000 lncRNA genes in the human genome (Managadze et al., 2013). lncRNAs are generally expressed in a tissue-specific manner. They are also detected in body fluids (Mercer et al., 2009). Nucleus-localized lncRNAs play regulatory roles as transcriptional co-regulators by binding to transcription factors in a complex (Ulitsky and Bartel, 2013). These lncRNAs control the expression of nearby genes on the same allele *in cis* or those genes at another genomic location *in trans* through transcription control (Elling et al., 2016) and chromatin remodeling (Wilusz et al., 2009). On the other hand, cytoplasmic lncRNAs primarily regulate mRNA expression by blocking the action of microRNA (miRNA) (Noh et al., 2018). Previous studies have reported that many lncRNAs are expressed in brain regions including cortex, cerebellum, and hippocampus (Kadakkuzha et al., 2015; Molyneaux et al., 2015). These lncRNAs regulate diverse pathological processes in neuronal diseases (Ng et al., 2013; Quan et al., 2017).

circRNAs were firstly discovered in RNA viruses (Sanger et al., 1976). They are also involved in the dynamic regulation of gene expression in diverse physiological processes. circRNAs can control the expression of parental genes (Li et al., 2015), regulate alternative splicing (Ashwal-Fluss et al., 2014), modulate RNA–protein interactions (Du et al., 2016), and act as miRNA sponges (Zheng et al., 2016). Importantly, plentiful circRNAs have been found in mammalian brains (You et al., 2015). They are associated with human neurodegenerative diseases (Kumar et al., 2017). Since most exonic circRNAs with half-lives of more than 48 hrs (Jeck and Sharpless, 2014) are much more stable than linear RNAs (Salzman, 2016), circRNAs have potential as molecular markers for disease diagnosis and treatment.

The objective of this study was to acquire expression map of diverse coding and non-coding RNAs including lncRNAs and circRNAs and infer their potential functions in high fat diet fed brain cortex. We performed RNA sequencing and analyzed their expression changes in high fat diet brain. Functional analyses identified diverse biological processes affected by high fat diet. Results of our analyses provide important information of coding and non-coding RNAs in high fat diet brain.

## Materials and Methods

### Sample Preparation

Male C57BL/6 mice (Orient) were obtained at 8 weeks of age. The mice were fed with either a conventional diet or a diet enriched with fat (60% wt/wt; Bio-Serv) for 8 weeks. At 16 weeks old, the high fat diet fed mice showed increased weight and impaired glucose tolerance. To obtain the brain cortexes, mice were sacrificed under ether anesthesia. The experiment was carried out in accordance with the recommendations of ‘96 Guidance for Animal Experiments,’ established by the ‘Animal Ethics Committee’ at Chonnam National University, and the protocol was approved by the ‘Animal Ethics Committee’ at Chonnam National University.

### RNA Sequencing

Total RNAs from brain cortexes were extracted using TRIzol reagent (Thermo Fisher) and a tissue homogenizer (Omni). The integrity of total RNA was checked using Agilent 2100 BioAnalyzer (Agilent). RNA integrity number (RIN) of all samples was greater than 9. RNA samples were treated with Ribo-Zero Gold rRNA Removal Kit (Illumina) and library for RNA sequencing was prepared using TruSeq Stranded Total RNA Kit (Illumina). The library was paired-end sequenced on HiSeq 2500 system (Illumina) with 100 sequencing cycles.

### Analysis of RNA Sequencing Data

The quality of sequence reads produced from the sequencer was checked by FastQC^1^ and sequences with low quality were trimmed using Trimmomatic (Bolger et al., 2014). To analyze expression levels of mRNAs and lncRNAs, we utilized two different pipelines. First, those trimmed sequences were aligned into mouse genome (mm10) using STAR aligner (Dobin et al., 2013). Normalized values of Fragments Per Kilobase of transcript per Million mapped reads (FPKM) were calculated using Cuffnorm (Trapnell et al., 2012) based on recent basic gene annotation in GENCODE (Release M17, GRCm38.p6) (Harrow et al., 2006). We excluded genes from further analyses if their average FPKM values were less than 1 or FPKM was 0 in any sample. The *t*-test was applied to select those genes with significant expression change between normal and high fat diet groups. Second, the same trimmed sequences were analyzed to quantify expression levels of transcripts using Salmon tool (Patro et al., 2017) and edgeR package (Robinson et al., 2010) was used to detect genes with significant expression changes. Results from these two approaches were combined, and only those genes with significant expression changes in both pipelines were selected for further analyses.

For unsupervised hierarchical clustering, Cluster 3.0 was used for clustering (de Hoon et al., 2004) and Java Treeview was used for visualization (Saldanha, 2004). We selected 6,889 mRNAs and lncRNAs with average FPKM values higher than 10. In Cluster 3.0, FPKM values were log-transformed. Genes and arrays were median-centered and normalized. We used complete linkage analysis for hierarchical clustering with the centered-correlation method.

### Functional Analysis of mRNAs

For the group of genes differentially expressed between cortexes from normal and high fat diet groups, we performed gene ontology (GO) enrichment analysis at Molecular Signatures Database (MSigDB) (Liberzon et al., 2011; The Gene Ontology Consortium, 2017). For each group of genes with increased or decreased expression, enriched pathways were analyzed in MSigDB using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (Kanehisa et al., 2016).

### Measurement of Protein Level by Western Blot

The brain cortexes of high fat diet fed mice were homogenized with ice-cold RIPA buffer (Translab). After quantification using BCA assay kit (Thermo Scientific), protein (30 μg) was separated on 6–15% SDS-polyacrylamide gel depending on the size of proteins. The gel was transferred onto methanol-activated polyvinylidene difluoride (PVDF) membrane. The membrane was blocked with 5% skim milk (BD Bioscience) or bovine serum albumin (Sigma-Aldrich) prepared in Tris-buffered saline-tween [TBS-T; 20 nM Tris (pH7.2), 150mM NaCl, 0.1% Tween 20] for 1 h followed by incubation with primary antibody for overnight at 4°C. After incubation with secondary antibody for 1 h, the blot was visualized using ECL solution (Thermo Scientific) and Fusion Solo (Vilber). The information of antibodies is included in the Supplementary Data.

### Measurement of RNA Level by Polymerase Chain Reaction (PCR)

Total RNA was reverse transcribed into complementary DNA (cDNA) using RevertAid reverse transcriptase (Thermo Scientific). PCR was performed with the cDNA using Phusion DNA polymerase (Thermo Scientific) in Mastercycler nexus X2 (Eppendorf). The PCR products were separated by gel electrophoresis and the bands were quantified using ImageJ (Schneider et al., 2012). The expression level of each lncRNA and circRNA was normalized to the level of Gapdh (Glyceraldehyde 3-phosphate dehydrogenase). The list of PCR primers is included in the Supplementary Data.

### Analysis of circRNAs Expression

We used DCC algorithm to detect reads containing back-spliced junctions from the sequencing data (Cheng et al., 2016). We only selected exonic circRNAs composed of only exonic sequences of genes. Calculated reads for each circRNA candidate were normalized by the number of total circRNA reads. Those circRNAs with average read numbers among samples greater than 2 were selected for further analyses. In the case of selecting differentially expressed circRNAs, only circRNAs with average read numbers greater than 10 were used.

### Confirmation of the Circular Structure of circRNAs

To confirm the circular structure of circRNAs, total RNA was treated with RNase R (Epicentre) which remove linear RNAs. The mixture was incubated at 37°C for 20 min and inactivated at 95°C for 3 min. The reactant was reverse transcribed into cDNA and PCR-amplified. The PCR products were sequenced to confirm the expected back-splice junctions of circRNAs. The list of PCR primers is included in the Supplementary Data.

## Results

### Transcriptome Analysis of Brain Cortexes of Mice Fed With High Fat Diet

Previous studies have suggested that high fat diet affects gene expression profile of brain (Lee et al., 2010; Nam et al., 2017). However, those studies only measured protein-coding genes. No study has dealt with non-coding RNAs. To comprehensively analyze the effect of high fat diet on transcriptome profile of brain, we fed mice of 8-week-old with high fat diet for an additional 8 weeks (Figure 1A). The weight of these mice increased significantly compared to that of control mice with normal diet, and a problem in the maintenance of glucose homeostasis was confirmed with the glucose tolerance test (Supplementary Figure S1). Moreover, the phosphorylated form of insulin receptor substrate 1 (Irs1) decreased while that of insulin receptor beta (Insrβ) increased in the brain cortexes of mice fed with high fat diet confirming the insulin resistance in the brain of these mice (Figure 1B). In addition to the insulin resistance, we also confirmed the expression change of genes related to cognitive decline. We found the reduction of phosphorylated form of glycogen synthase kinase 3 beta (Gsk3β), the increase of amyloid beta (Aβ) peptide, and the decrease of amyloid precursor protein (App) in the brain cortex of mice fed with high fat diet (Figure 1B). The reduction in the inhibitory phosphorylation of Gsk3β aggravates cognitive impairment (Llorens-Martin et al., 2014). The Aβ peptide is processed from proteolytic cleavage of App, and the accumulation of Aβ in the brain is the most critical factor in the AD (O’Brien and Wong, 2011).

**FIGURE 1:**
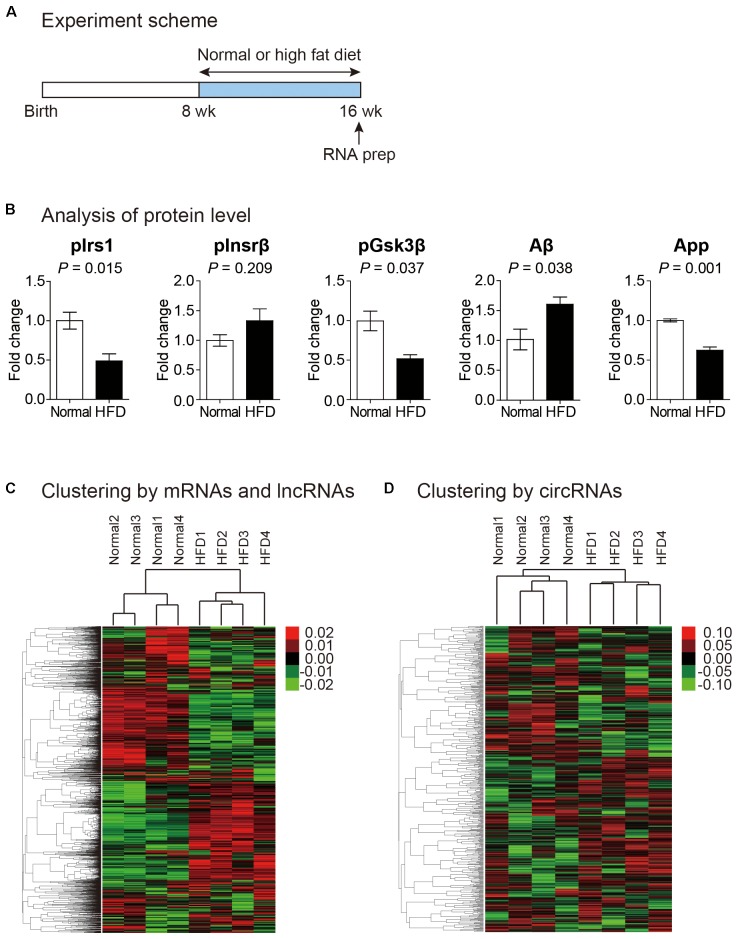
Transcriptomic analysis of the cortex of mouse fed with high fat diet. **(A)** Experiment scheme to analyze the transcriptome in normal and high fat diet fed mice. **(B)** Analysis of proteins related to insulin resistance and cognitive impairment. Phosphorylated form of insulin receptor substrate 1 (pIrs1) and that of insulin receptor beta (pInsrβ) were measured to confirm insulin resistance. Phosphorylated form of glycogen synthase kinase 3 beta (pGsk3β), amyloid beta (Aβ), and amyloid precursor protein (App) were measured to indicate cognitive impairment. The data in Supplementary Figure S2 were used for the quantitation. *P* value was calculated by two-tailed *t*-test (*n* = 2 in each group). **(C,D)** Heat maps of expression profile analyzed from unsupervised hierarchical clustering of mRNAs and lncRNAs **(C)** and circRNAs **(D)** were shown. Color bars were included to illustrate relative expression. In both maps, each sample group was clustered properly.

We prepared rRNA-depleted total RNAs for brain cortex samples (from 4 normal and 4 high fat diet fed mice) and performed RNA sequencing analysis. 

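Cortexes were taken from 4 mice on the normal diet and 4 mice on the high fat diet, all 16 weeks old, the second group after 8 weeks of feeding. Stranded libraries were made from the rRNA-depleted RNA of each mouse and sequenced from both ends. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR and calculated FPKM (fragments per kilobase of transcript, scaled by mapped reads) with Cuffnorm. FPKM corrects for transcript length and sequencing depth, so the number of reads behind a value is unknown. The FPKM values cover 13996 genes, of which 12531 are mRNAs, 634 are lncRNAs and 831 belong to other classes. They are rounded to 0.1, which limits the precision of genes near 1 FPKM. The median sum of FPKM per mouse was 615756 on the normal diet and 609980 on the high fat diet. From there, log2(FPKM + 0.1) was compared between the diets with limma (two-sided, variance trend over expression), followed by Benjamini-Hochberg adjustment over the 13982 genes with a mean FPKM of at least 1 and no FPKM of 0. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of genes with low expression. An mRNA was counted as changed when its adjusted p was below 0.05 and its change exceeded 50%, and a lncRNA when its change exceeded 40%, meaning that the higher diet was over 1.5 or 1.4 times the lower one. Values are given as mean ± SD of FPKM over the 4 mice of a diet. The choices that could change the numbers are the added constant, the filter on low FPKM and the minimum change. The second quantification by Salmon and the circRNA counts were not analysed here.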

We removed sequencing reads with low quality and measured mRNA and lncRNA levels by STAR-Cuffnorm pipeline (see Materials and Methods) (Trapnell et al., 2012; Dobin et al., 2013). To analyze expression levels of circRNAs, we used DCC algorithm (see Materials and Methods) (Cheng et al., 2016).

To confirm that samples in the same experimental group showed similar expression pattern, we performed unsupervised hierarchical clustering analysis. When expression levels of mRNAs and lncRNAs were analyzed, samples from the same group (normal or high fat diet) clearly clustered together, suggesting the reliability of samples that we made (Figure 1C). 

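The clustering of Fig. 1C was recomputed from 6888 genes of all classes with a mean FPKM above 10, of which 6768 are mRNAs and lncRNAs. FPKM values were log-transformed after a listed 0 was replaced by 0.05, genes and mice were median-centered and normalized, and complete linkage was applied to 1 minus the centered correlation. The first division of the tree placed 8 of 8 mice with their own diet. The diets joined at a distance of 1.51, above the joins within each diet. The largest distance between mice of the same diet was 0.85 for the normal diet and 0.88 for the high fat diet, and the smallest distance between mice of different diets was 1.25. Average linkage moved the top join to 1.4 and the join below it to 0.81. With each mouse left out in turn, 7 of 7 mice were still placed with their own diet.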

The same pattern of clustering was also observed when the expression of circRNAs was analyzed, although correlation among samples from the same group was lower (Figure 1D). Therefore, we combined expression levels from the four samples in each group and performed subsequent analyses.

Quantitation of transcripts level using diverse bioinformatics algorithms can result in different results due to different performance and sensitivity of these algorithms (Everaert et al., 2017). To circumvent this issue, we used transcript quantitation based on an additional analysis pipeline, Salmon-edgeR (see Materials and Methods) (Robinson et al., 2010; Patro et al., 2017). 

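Among 12519 mRNAs tested, 713 were changed in high fat diet fed mice, with 332 increased and 381 decreased. Of 633 lncRNAs, 103 were changed, with 87 increased and 16 decreased. Transcripts outside the mRNA and lncRNA classes also leaned upward, with 255 increased and 18 decreased. The excess of increases is therefore not specific to lncRNAs, and a technical source for it stays open. The 4 FPKM values of one diet all lay above those of the other diet for 623 of the changed mRNAs and 83 of the changed lncRNAs, where chance gives 2.86% of genes not selected for a difference, as these were. Among the choices set in advance, the count of mRNAs moved most without a minimum change, to 4159, and that of lncRNAs with a mean FPKM of at least 5, to 22. Of the mRNAs that the paper marks as selected in the first 1996 rows of Table S1, the part used here, 279 of 285 were changed, and 285 of 285 had the same sign. By a rule that took the 5 largest changes each way among mRNAs within the filter and without overlap between diets, the largest decreases were those of Cbln3, Fat2, Adora2a, Drd2 and Lrrc10b. Cbln3 (chromosome 14, 55878913 to 55884392) had the lowest log2 fold change of these, -5.19 (standard error 0.92, adjusted p = 0.00348 from limma). Its FPKM was 1.6, 37.3, 56.1 and 12.5 in the 4 normal mice and between 0.2 and 0.6 in high fat diet fed mice, so the normal mice differed widely among themselves. Drd2 (chromosome 9, 49340627 to 49408177) was 6.90 ± 2.23 in normal mice and 0.45 ± 0.191 in high fat diet fed mice, a log2 fold change of -3.67 (standard error 0.29, adjusted p = 0.00014 from limma). Fat2, Adora2a and Lrrc10b had log2 fold changes of -4.12, -4.07 and -3.49. Outside the filter, Gabra6 (-6.42) and Cnpy1 (-5.50) decreased more. When cerebellar marker genes entered the model as a covariate, chosen after seeing the data, Cbln3 was at -3.08 and Fat2 at -2.07. Penk, at -3.15, then decreased more than both. Adora2a, Drd2 and Lrrc10b did not shrink, at -4.11, -3.70 and -3.64. Adora2a, Drd2 and Penk are striatal marker genes, for which that fit does not adjust. Their values there leave striatal tissue open as a source. All 10 genes named by the rule kept the adjusted threshold and the minimum change in that fit. Cbln3 and Fat2 are themselves among its cerebellar marker genes, so keeping a call in it does not exclude cerebellar tissue as the source. The largest increases were those of Bglap3, Vill, Prr36, Plin4 and Trpv6, with log2 fold changes of 3.48, 1.66, 1.63, 1.58 and 1.57. Bglap3 belongs to a family of closely related genes among which the counting could split reads, and its value is uncertain.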

We selected 286 mRNAs and 24 lncRNAs whose expression levels were changed significantly after high fat diet in both analysis pipeline, STAR-Cuffnorm and Salmon-edgeR. Using these mRNAs and lncRNAs sets, we performed the following analyses.

### Analysis of mRNAs Change in the Brain Cortex After High Fat Diet

To infer the effect of high fat diet on the brain cortex, we analyzed functions of differentially expressed mRNAs (Supplementary Table S1). For this, GO enrichment analysis and pathway analysis based on KEGG database were performed (Figure 2) (Liberzon et al., 2011; Kanehisa et al., 2016; The Gene Ontology Consortium, 2017). 

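Table S2 lists 79 of the selected genes, chosen by the paper for neurogenesis, synapse and calcium signaling. In high fat diet fed mice 30 of them were higher and 49 lower. All 79 passed limma's adjusted threshold over all genes tested, and 79 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The change exceeded 50% for 78, and the exception was Gnal with a log2 fold change of -0.58 (standard error 0.06). On the ratio of mean FPKM Gnal was at -0.587, which just exceeds 50%, so the exception depends on the scale. No FPKM value overlapped between the diets for 79 of the 79 genes. Gabra6 and Shox2, listed at 0 in a high fat diet fed mouse, lie outside the filter and were tested without it. Gabra6 was 30.5 ± 28.2 (SD, n = 4) in normal mice and 0.1 ± 0.0816 (SD, n = 4) in high fat diet fed mice. Penk, a gene with high expression in the list, decreased from 109 ± 26.1 to 11.2 ± 1.3, a log2 fold change of -3.24 (standard error 0.17, adjusted p = 4.88e-05 from limma). When the mean relative FPKM of cerebellar marker genes entered the model as a covariate, an alternative chosen after seeing the data, 77 of the 77 genes within the filter still passed the adjusted threshold and 51 also the minimum change. Their log2 fold changes kept a median of 81.8% of their size. Striatal tissue was not adjusted for in that fit, and Penk is a striatal marker gene.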

GO analysis for coding genes (both increased and decreased) showed that neuron-related terms including neurogenesis and synapse were highly enriched in this gene group (Figure 2A and Supplementary Table S2). To confirm the result of GO analysis, we checked whether several marker genes related to synaptic function changed in their expression. The protein level of postsynaptic density protein 95 (Psd-95) and synaptophysin (Syp) were reduced in the brain cortex from mice fed with high fat diet (Figure 2B). Psd-95, a synaptic plasticity-related protein, is highly enriched at the postsynaptic site of excitatory synapse and organizes various signaling at the postsynapse (Kim and Sheng, 2004). Syp was shown to regulate activity-dependent synapse formation and is required for efficient endocytosis of synaptic vesicles in cultured hippocampal neurons (Tarsa and Goda, 2002; Kwon and Chapman, 2011). Hence, the reduction of Psd-95 and Syp suggests a synapse dysfunction in the brain cortex from the mice with high fat diet, which confirms the result of GO analysis and the cognitive decline in this model.

**FIGURE 2:**
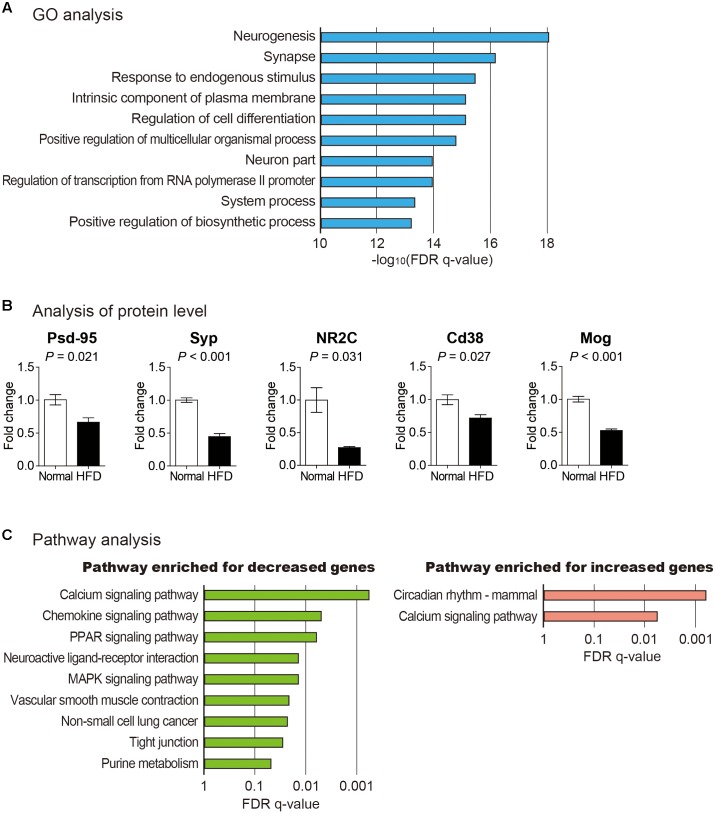
Analysis of protein-coding mRNAs in the brain cortex of mouse fed with high fat diet. **(A)** GO analysis for differentially expressed mRNAs between cortexes from normal and high fat diet fed mice. Top 10 significantly enriched GO terms based on their false discovery rate (FDR) *q*-value are shown. **(B)** Analysis of proteins related to synaptic plasticity, calcium signaling, and myelination. Postsynaptic density protein 95 (Psd-95), synaptophysin (Syp), and glutamate receptor NMDAR2C (NR2C) were measured to confirm reduced synaptic plasticity. Cd38 was measured to show the alternation in calcium homeostasis. And myelin oligodendrocyte glycoprotein (Mog) was measured as a marker of myelination. The data in Supplementary Figure S2 were used for the quantitation. *P*-value was calculated by two-tailed *t*-test (*n* = 2 in each group). **(C)** Analyses to identify enriched pathway among decreased and increased mRNAs after high fat diet feeding, respectively. Only those pathways with FDR *q*-value less than 0.05 are shown.

When pathway analysis based on KEGG database was performed for decreased mRNAs in the cortex of high fat diet fed brain, calcium signaling pathway was identified to be the most highly enriched (Figure 2C). Interestingly, a similar analysis for increased mRNAs also identified calcium signaling pathway as the most significantly changed one. 

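With Cd38 and Ryr1, the genes of Table S2 described by calcium or calmodulin made 7 genes of calcium signaling. All 7 passed the adjusted threshold and the minimum change, and 7 passed when adjusted over the list alone, which is not independent evidence because the paper chose them on these samples. Ryr1, a calcium release channel (chromosome 7, 29003344 to 29125179), was 2.18 ± 0.206 FPKM in normal mice and 1.33 ± 0.0957 in high fat diet fed mice (log2 fold change -0.67, standard error 0.12, adjusted p = 0.00335 from limma). Pde1b, a calmodulin-dependent phosphodiesterase (chromosome 15, 103503034 to 103530052), decreased from 73.5 ± 12.6 to 42.8 ± 1.47, a log2 fold change of -0.76 (standard error 0.10, adjusted p = 0.0012 from limma). Rasgrp2 (chromosome 19, 6399340 to 6415216), regulated by calcium, decreased from 19.5 ± 3.53 to 11.7 ± 0.31, a log2 fold change of -0.72 (adjusted p = 0.00285 from limma), and normal mouse 4 lay far below the other 3 normal mice, which held 20.7 to 22.1. Cadps2 (chromosome 6, 23262773 to 23839421), a calcium-dependent secretion activator, decreased from 43.0 ± 4.64 to 28.1 ± 1.25, with adjusted p = 0.000903 from limma. Increased mRNAs were Pde1a (chromosome 2, 79834453 to 80129458), another calmodulin-dependent phosphodiesterase, from 47.8 ± 9.28 to 76.8 ± 2.51, and Atp2b4 (chromosome 1, 133699457 to 133801041), a plasma membrane calcium pump, from 24.6 ± 6.07 to 56.9 ± 4.97. Their log2 fold changes were 0.70 (adjusted p = 0.0028 from limma) and 1.23 (adjusted p = 0.000864 from limma). The 7 genes had no overlap of values between the diets and stayed past the adjusted threshold with each mouse left out in turn. When cerebellar marker genes were a covariate, 7 of the 7 genes still passed the adjusted threshold and 3 also the minimum change. The other 4 fell below that minimum, with log2 fold changes of -0.58 for Ryr1 (standard error 0.15), -0.56 for Rasgrp2 (standard error 0.14), -0.45 for Cadps2 (standard error 0.05, before -0.61) and 0.42 for Pde1a (standard error 0.06). This covariate does not adjust for striatal tissue or the share of cortical neurons. Markers of both also separated the diets, with mean log2 differences of -2.02 for striatum and 0.60 for cortical projection neurons.

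**Figure D1:**
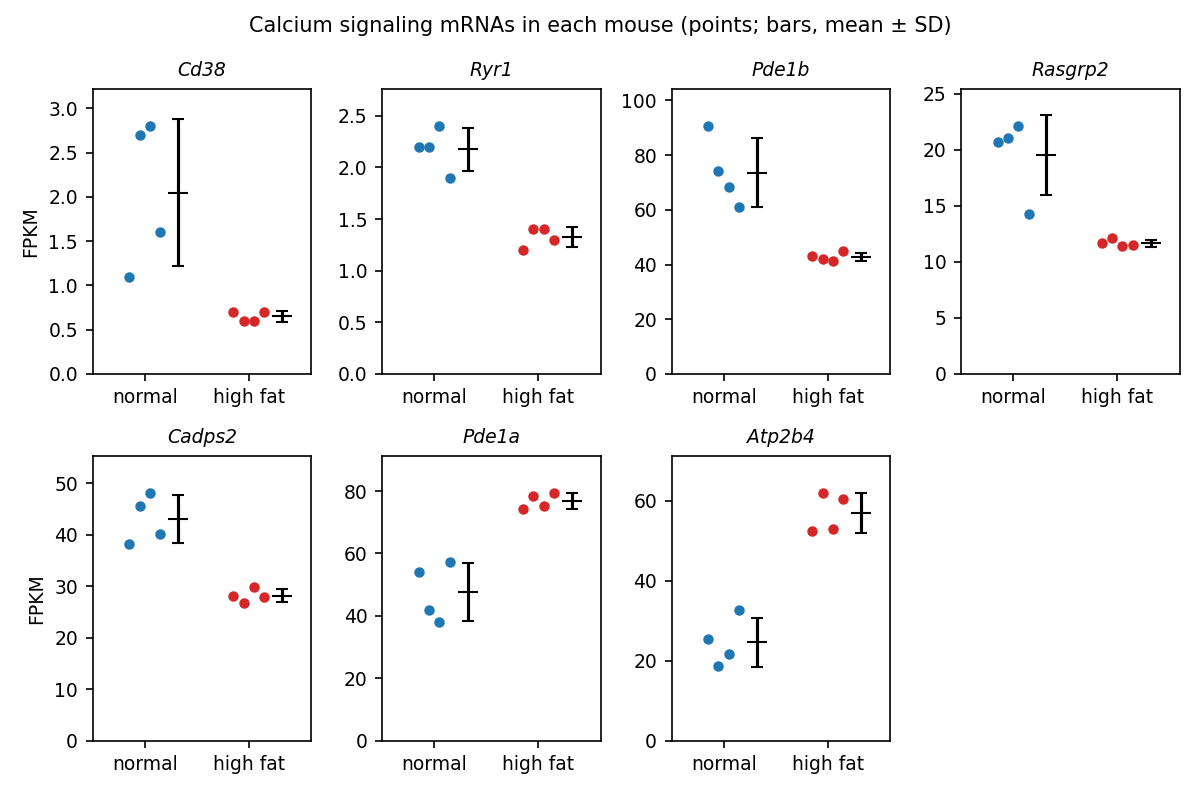
FPKM of the 7 calcium signaling mRNAs in each mouse, with 1 panel per gene; points are single mice of the normal and high fat diets (n = 4 each) and bars give mean ± SD. In each panel the points of the diets do not overlap, and Pde1a and Atp2b4 are higher on the high fat diet.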

By manually inspecting each gene from these groups, we found that expression levels of mRNAs up-regulating calcium signaling were decreased while those of mRNAs down-regulating calcium signaling were increased, thus diminishing this signaling pathway. One of these significantly decreased genes, Cd38, is a membrane-bound glycoprotein associated with the activity of ADP-ribosyl cyclase (Khoo et al., 2000) (Supplementary Table S2). 

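Cd38 (ENSMUSG00000029084.5, chromosome 5 of GRCm38, 43868553 to 43912375, plus strand) was 2.05 ± 0.835 FPKM (SD, n = 4) in normal mice and 0.65 ± 0.0577 (SD, n = 4) in high fat diet fed mice. The log2 fold change was -1.43 (standard error 0.28, adjusted p = 0.00476 from limma), and it stayed between -1.68 and -1.26 with each mouse left out in turn. The normal mice ranged widely, at 1.1, 2.7, 2.8 and 1.6 FPKM, against 0.6 or 0.7 in each high fat diet fed mouse, where rounding to 0.1 limits the precision. In the fit with cerebellar marker genes as a covariate the log2 fold change of Cd38 was -0.83 (adjusted p = 0.0231 from limma).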

Cd38/cyclic ADP-ribose signaling is critical in the regulation of calcium homeostasis in cells (Deshpande et al., 2005). We confirmed decreased expression of Cd38 in the brain cortex from the mice fed with high fat diet (Figure 2B). Based on our results, decreased expression of Cd38 and other genes in high fat diet fed mouse brain cortex might be involved in impaired calcium signaling in brain cortex.

### Analysis of lncRNAs Change in the Brain Cortex After High Fat Diet

Using the same RNA sequencing data analyzed above, we examined expression changes of lncRNAs in brain cortexes from high fat diet fed mice (Supplementary Table S3). 

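Of the lncRNAs that the paper marks as selected in Table S3, 24 of 24 passed limma's adjusted threshold over all genes tested, and 24 when adjusted over the list alone, which is not independent evidence. Among them 18 were higher and 6 lower in high fat diet fed mice. The change exceeded 40% in 23, and the exception was Zswim6, with a log2 fold change of -0.48 (standard error 0.08). On the ratio of mean FPKM Zswim6 was at -0.494, which exceeds 40%, so the exception depends on the scale. Miat, RP23-103O7.2 and AC133954.1 are among the lncRNAs that the paper measured by PCR. Miat (chromosome 5, 112213228 to 112229395) increased from 38.2 ± 6.71 to 61.3 ± 2.53 FPKM, a log2 fold change of 0.69 (standard error 0.11, adjusted p = 0.00215 from limma). RP23-103O7.2 (chromosome 9, 48132504 to 48158965) increased from 1.08 ± 0.330 to 2.10 ± 0.327, a log2 fold change of 0.94 (standard error 0.22, adjusted p = 0.0103 from limma). AC133954.1 (chromosome 5, 147949882 to 147957166), near the lower limit of the filter, was 0.875 ± 0.222 in normal mice and 1.53 ± 0.299 in high fat diet fed mice. Its log2 fold change of 0.74 (standard error 0.21, adjusted p = 0.0226 from limma) came with overlapping values, and it stayed past the threshold in 3 of 8 fits that left out a mouse. It was lost without normal mouse 2 or 3 or high fat diet fed mouse 1, 2 or 3, with an adjusted p of up to 0.0649 from limma. RP23-238L7.1 passed in 6 of 8 such fits, with an adjusted p of up to 0.0571 from limma. In the covariate fit on cerebellar marker genes, 17 of the 24 lncRNAs passed the adjusted threshold and 15 also the minimum change, and the log2 fold changes kept a median of 76.6% of their size. AC133954.1 was at 0.49 (standard error 0.24, adjusted p = 0.191) and RP23-103O7.2 at 0.51 (standard error 0.19, adjusted p = 0.0922, both from limma). RP23-453I1.1 kept 1.18 of 1.25 and RP23-238L7.1 kept 0.95 of 0.98. Both missed the threshold with larger standard errors (0.37, before 0.28, and 0.36, before 0.27).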

Many lncRNAs were changed in their expression (Figure 3A). We measured the expression of six randomly selected lncRNAs by PCR and confirmed the same pattern of expression change with RNA sequencing data (Figure 3B). Among lncRNAs in this list, roles for several lncRNAs have been reported. Genomic inspection of RP23-143A14.3 suggests that this lncRNA is the possible host gene of miR-212∼132. These miRNAs are necessary for proper neural development. 

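RP23-143A14.3 (ENSMUSG00000085609.1) lies on the plus strand of chromosome 11 of GRCm38 from 75172560 to 75177633, with 3 exons at 75172560 to 75172597, 75173978 to 75174161 and 75176993 to 75177633. Mir212 (75173388 to 75173478) and Mir132 (75173682 to 75173747) are on the same strand, and both lie in the first intron of the lncRNA. Its FPKM decreased from 3.08 ± 0.634 (SD, n = 4) in normal mice to 1.43 ± 0.472 (SD, n = 4) in high fat diet fed mice. The log2 fold change was -1.08 (standard error 0.22, adjusted p = 0.00657 from limma), between -1.27 and -0.94 with each mouse left out. Mature miRNAs were not measured in these libraries.

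**Figure D2:**
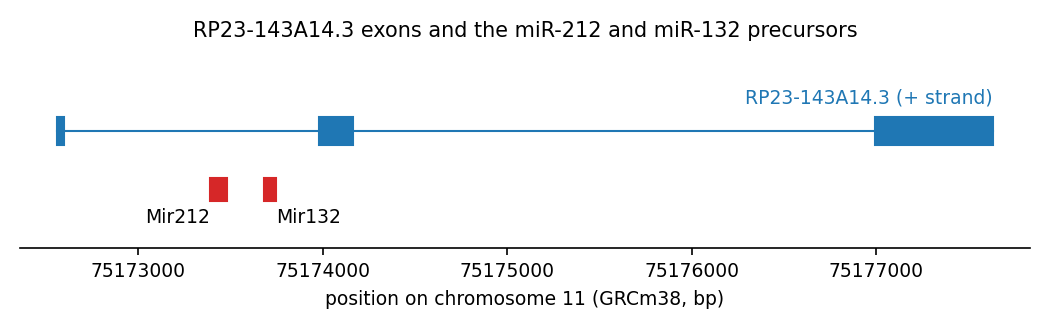
The RP23-143A14.3 locus on chromosome 11 of GRCm38, to scale, with position along the horizontal axis; boxes are exons, the line is the transcribed region, and the 2 miRNA precursors are marked. Mir212 and Mir132 both lie between the first and the second exon of the lncRNA.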

Their dysregulation can lead to a neurological disorder (Wanet et al., 2012). Miat was initially reported as the lncRNA involved in myocardial infarction. It is also a lncRNA important for brain development (Ishii et al., 2006; Aprea et al., 2013). However, no previous study has shown any connection of those differentially expressed lncRNAs to brain metabolism (Figure 3A).

**FIGURE 3:**
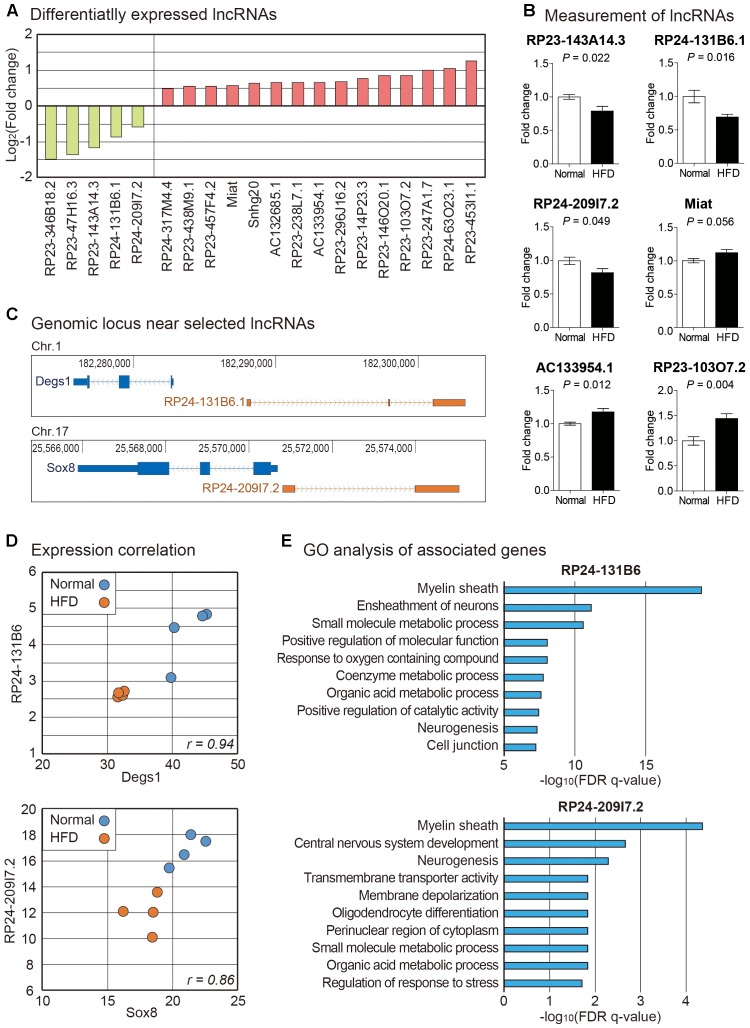
Analysis of lncRNAs in the brain cortex of mouse fed with high fat diet. **(A)** List of lncRNAs significantly changed in high fat diet fed mouse cortex. We only selected those lncRNAs significantly changed in both STAR-Cuffnorm and Salmon-edgeR pipelines (see Materials and Methods). **(B)** Measurement of lncRNAs by PCR. Six lncRNAs were randomly selected among those in **(A)** to confirm their expression change. The data in Supplementary Figure S3 were used for the quantitation. *P*-value was calculated by two-tailed *t*-test (*n* = 4 in each group). **(C)** Genomic information of lncRNAs, RP24-131B6.1 and RP24-209I7.2, and their nearby protein-coding genes were obtained from UCSC Genome Browser (https://genome.ucsc.edu). Thick boxes indicate sequences of open reading frame while narrow boxes indicate those of untranslated region. Solid lines indicate intronic sequences where arrows show the direction of transcription. **(D)** The expression correlation was indicated with scatter plot based on FPKM values of mRNA-lncRNA pairs in **(C)**. Each dot indicates the expression from a cortex sample of normal or high fat fed mouse. **(E)** For mRNAs with significant expression correlation with lncRNAs in **(C)**, GO analysis was performed. Top 10 most highly enriched terms are shown based on their FDR *q*-values.

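In the GENCODE annotation of GRCm38 used here (release M21), RP24-131B6.1 (ENSMUSG00000100147.2) lies on the plus strand of chromosome 1 from 182287990 to 182303325, and Degs1 on the minus strand from 182275772 to 182282804. Their start sites are 5186 bp apart, and the annotated transcripts overlap by 0 bp. RP24-209I7.2 (ENSMUSG00000091475.2) lies on the plus strand of chromosome 17 from 25570358 to 25575043, and Sox8 on the minus strand from 25565892 to 25570686. This pair overlaps by 329 bp at the 5' ends. Of 3 annotated transcripts of RP24-209I7.2, 1 overlaps Sox8, and the nearest of the others starts 142 bp away. Whether strand was used when reads were assigned is not given in the sources used here, and without it reads in those 329 bp could belong to the lncRNA or to Sox8.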

We analyzed genomic locations of lncRNAs identified above and found that locations of promoter regions for two lncRNAs, RP24-131B6.1 and RP24-209I7.2, were overlapping with their neighboring protein-coding genes, Degs1 and Sox8, respectively, in the opposite direction in genomic context (Figure 3C). Previous studies about lncRNAs have shown that many lncRNA-mRNA pairs with this kind of relationship have correlated expression pattern and related functions (Guo et al., 2015; Zhang et al., 2018). Thus, we checked expression levels of neighboring mRNAs. 

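The diets form separate groups in these pairs. RP24-131B6.1 ranged from 3.1 to 4.8 FPKM in normal mice and from 2.5 to 2.7 in high fat diet fed mice, and Degs1 from 39.8 to 45.3 and from 31.8 to 32.8. RP24-209I7.2 ranged from 15.4 to 18 and from 10.1 to 13.5, and Sox8 from 19.8 to 22.6 and from 16.3 to 18.8. A correlation over all 8 mice follows the difference between diets in such data and is not given, and 4 mice of a diet are too few for one of their own. After subtraction of each diet's mean, Pearson's r for RP24-131B6.1 and Degs1 was 0.76 (exact permutation within diets, two-sided p = 0.0347, adjusted p = 0.0694 over the 2 pairs), and Spearman's rho was 0.75 (exact p = 0.0139, adjusted p = 0.0278). Without the 2 mice farthest from the median, r was 0.92 (exact p = 0.0833). In high fat diet fed mice RP24-131B6.1 varied by little more than the rounding of 0.1 FPKM (SD 0.0816, against 0.812 in normal mice). Its r within diets therefore rests mainly on the 4 normal mice. For RP24-209I7.2 and Sox8, r was 0.38 (exact p = 0.358, and adjusted p = 0.358) and rho 0.37 (exact p = 0.382), and without the 2 farthest mice r was 0.34 (exact p = 0.444), so no relation within diets was found for this pair. Normal mouse 4, with the lowest RP24-131B6.1 of its diet, and high fat diet fed mouse 4, with the lowest Sox8, lie apart from their groups.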

We found that there is high expression correlation for those selected lncRNA-mRNA pairs (Figure 3D). Thus, these lncRNA-mRNA pairs might be under the control of the same signaling pathway to be regulated together. Degs1, a dihydroceramide desaturase, is involved in the ceramide biosynthetic pathway which is implicated in neurodegeneration (Jana et al., 2009). Sox8 has a role in terminal differentiation of oligodendrocytes (Stolt et al., 2004). Interestingly, concordant expression between Sox8 and RP24-209I7.2 (also termed as Sox8OT) has been reported previously (Mercer et al., 2010). 

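The lncRNA RP24-131B6.1 decreased (4.30 ± 0.812 to 2.60 ± 0.0816 FPKM, log2 fold change -0.68, adjusted p = 0.00555 from limma), and RP24-209I7.2 decreased from 16.8 ± 1.16 to 11.9 ± 1.4 (log2 fold change -0.50, adjusted p = 0.00344 from limma). Degs1 decreased from 42.5 ± 2.88 to 32.3 ± 0.499 FPKM, a log2 fold change of -0.39 (standard error 0.05, adjusted p = 0.00114 from limma). Sox8 decreased from 21.2 ± 1.2 to 18 ± 1.2, a log2 fold change of -0.23 (standard error 0.06, adjusted p = 0.0181 from limma). Both mRNAs were lower in each high fat diet fed mouse than in each normal mouse, and both changes were smaller than 50%. With cerebellar marker genes as a covariate, Sox8 kept its log2 fold change (-0.25) but not its adjusted p (0.062 from limma) because the standard error rose to 0.08. RP24-131B6.1 was at -0.52 (standard error 0.16, before 0.14, adjusted p = 0.0544 from limma).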

Although roles of Degs1 and Sox8 have not been reported in high fat diet-induced animal model, they might be involved in brain metabolism under high fat diet fed condition based on their differential expression found in our data.

To surmise possible functions of those selected lncRNAs, we collected mRNA genes with strong correlation in expression with these lncRNAs, respectively (Supplementary Table S4). 

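Pearson's r over the 8 mice exceeded 0.95 in size between RP24-131B6.1 and 226 of 12519 mRNAs, 143 positive and 83 negative, and 198 of these are listed for it in Table S4. For RP24-209I7.2 it did so for 128 mRNAs, 56 positive and 72 negative, with 73 listed. These counts contain the difference between diets, since each lncRNA differs between them. After subtraction of each diet's mean, 32 mRNAs exceeded 0.95 in size for RP24-131B6.1, 21 of them listed in Table S4, and 4 did for RP24-209I7.2, with 0 listed. In 100 shufflings of the lncRNA values within diets, the median count was 15.5 for the first lncRNA and 8 for the second. The count of 32 rests mainly on the normal mice, since RP24-131B6.1 varied little among high fat diet fed mice. The counts of 226 and 128, without that subtraction, rest strongly on single mice. Without normal mouse 4 the former was 915, without normal mouse 1 it was 797 and without high fat diet fed mouse 3 it was 371. The latter, for RP24-209I7.2, was 561 without high fat diet fed mouse 3, 244 without high fat diet fed mouse 2, and 193, 204 and 222 without normal mouse 1, 3 and 4.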

We performed GO analysis for each mRNA group. Strikingly, myelin sheath was identified as the most enriched GO term for both lncRNAs (Figure 3E). 

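Of 10 mRNAs listed in Table S4 for both lncRNAs, Cnp, Gsn, Pllp, Mobp, Ugt8a and Mog have roles in myelin. All 10 passed limma's adjusted threshold, and 8 changed by more than 50%. In the values used here, 15 mRNAs exceeded 0.95 with both lncRNAs, and 0 did so after subtraction of diet means. After that subtraction, r with RP24-131B6.1 was 0.93 for Ugt8a, 0.91 for Gsn and 0.87 for Cnp, and r with RP24-209I7.2 ranged from 0.70 for Ugt8a to 0.82 for Cnp. The values with RP24-131B6.1 rest mainly on the normal mice, as it varied little among high fat diet fed mice. Because these mRNAs were selected by their correlation on the same mice, no p is given.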

In the central nervous system, oligodendrocytes are related to the formation of myelin sheath to electrically insulate axons and support axon metabolism (Hirrlinger and Nave, 2014). Loss of myelin has critical effects on neurological disease including multiple sclerosis and stroke (Franklin and Goldman, 2015; Armstrong et al., 2016). It also plays a role in obesity contributing to cognitive decline (Kullmann et al., 2015). Recent studies have demonstrated that high fat diet intake could trigger demyelination in the brain (Guerrero-Garcia et al., 2016; Raddatz et al., 2016). Among the differentially expressed genes related with myelination, we confirmed the decrease of a myelination marker Mog (myelin oligodendrocyte glycoprotein) in the brain cortex from the mice fed with high fat diet (Duvanel et al., 2003) (Figure 2B). Taken together, these evidences suggest that high fat diet can trigger demyelination in the cortex and ultimately contribute to memory loss, possibly through the regulation of the pathway involved with the lncRNAs, RP24-131B6.1 and RP24-209I7.2.

### Analysis of circRNAs Change in the Brain Cortex After High Fat Diet

Many studies have shown that circRNAs are important regulators in diverse biological processes, especially in the brain (Rybak-Wolf et al., 2015; You et al., 2015; Shao and Chen, 2016). To analyze expression changes of circRNAs in brain cortexes of high fat fed mice, we used DCC algorithm to detect reads spanning back-splice junction from RNA sequencing data reflecting sequences of circRNAs (Cheng et al., 2016). We calculated expression counts of circRNAs and presented highly expressed circRNAs in the samples we analyzed (Figure 4A and Supplementary Table S5). We then calculated the number of circRNAs with different exon composition generated from each gene. About two-thirds of circRNAs-coding host genes expressed a single form of circRNA (Figure 4B and Supplementary Table S6). Interestingly, diacylglycerol kinase iota (Dgki) produced circRNAs with 23 different forms, suggesting a complex regulation for the production of circRNAs from this gene (Supplementary Table S6). We also analyzed the number of exons used to produce each circRNA. More than half of circRNAs were composed of two to four exons (Figure 4C and Supplementary Table S7), similar to results of previous circRNAs studies (Rybak-Wolf et al., 2015; Xu et al., 2017). The circRNA with the highest number of exons (36 exons) was produced from tetratricopeptide repeat domain 3 (Ttc3) gene (Supplementary Table S7).

**FIGURE 4:**
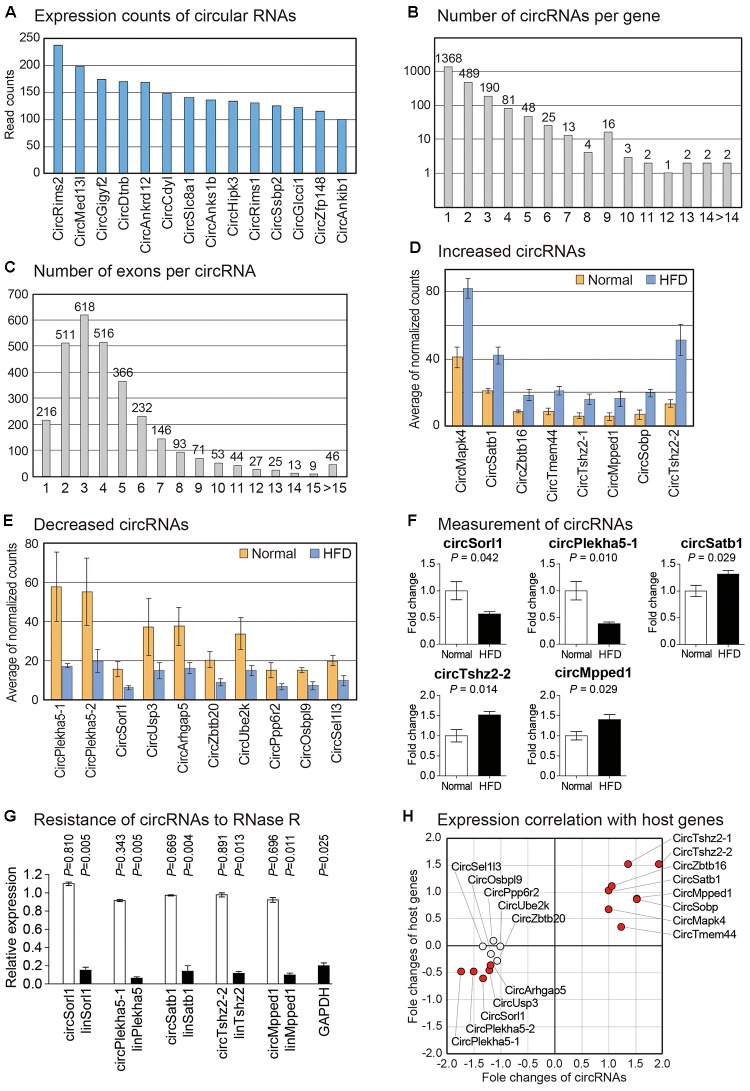
Analysis of circRNAs in the brain cortex of mouse fed with high fat diet. **(A)** Read counts of circRNAs most highly expressed in brain cortex samples are shown. Only those circRNAs with average expression counts higher than 100 are shown. **(B)** Number of circRNAs with different combination of exons per each gene is counted. For most genes, only single type of circRNA is expressed. **(C)** Number of exons comprising each circRNA is counted. Most circRNAs comprise two to four exons. **(D,E)** List of significantly increased **(D)** or decreased **(E)** circRNAs in the brain cortex from high fat fed mouse. For each gene, average values of normalized circRNA counts in each group were calculated. **(F)** Measurement of circRNAs by PCR. Five circRNAs were randomly selected among those in **(D,E)** to confirm their expression change. The data in Supplementary Figure S4A were used for the quantitation. *P*-value was calculated by two-tailed *t*-test (*n* = 4 in each group). **(G)** The circular structure of circRNAs was confirmed by RNase R treatment. The data in Supplementary Figure S4B were used for the quantitation. White bars indicate circRNAs while filled bars mean linear RNAs. *P*-value was calculated by comparing the expression levels between untreated and RNase R-treated samples with two-tailed *t*-test (*n* = 3 in each group). **(H)** For circRNAs in **(D,E)**, expression correlations with their host genes are shown. Fold changes of each circRNA and its host gene were used to depict the scatter plot.

Using normalized counts of circRNAs, we analyzed circRNAs with differential expression pattern between brain cortexes of normal and high fat fed mice. We identified eight increased and ten decreased circRNAs, respectively (Figure 4D,E). No study has reported the function of these circRNAs. Host genes of these circRNAs in high fat diet-induced model have no reported study either, although Sorl1, the host gene of circSorl1, has been shown to be genetically associated with AD (Rogaeva et al., 2007). We confirmed the expression change of five randomly selected circRNAs by PCR. All of these circRNAs showed a significant change in their expression (Figure 4F). Moreover, their resistance to RNase R treatment and the confirmation of back-splice junction through Sanger sequencing suggested that those circRNAs indeed exist as a circular structure in the cells (Figure 4G).

Previous studies have reported that there are different degrees of correlation between the expression of circRNA and its host gene depending on samples used (Okholm et al., 2017; Jiang et al., 2018). Therefore, we calculated expression correlation for differentially expressed circRNAs selected above with their host genes (Figure 4D,E). We found that many circRNA-host gene pairs showed high correlations in their expression (Figure 4H). Thus, circRNA might be involved in the common signaling pathway with its host gene in our model, thereby acting as a regulatory molecule.

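The FPKM of the host genes bears on this comparison; the fold changes of circRNAs are the paper's, from Table S5. The 18 circRNAs of Fig. 4D,E come from 16 host genes, and 11 of these passed limma's adjusted threshold over all genes tested, while 13 passed when adjusted over the list alone. For 17 of the 18 circRNAs the host gene changed in the same direction as the circRNA, and the exception was Ppp6r2. All 8 increased circRNAs had a host gene past the threshold, 7 of them by more than 50%. Among the 10 decreased circRNAs 5 had such a host gene, and 0 of these host genes changed by more than 50%. Tshz2 increased most among the host genes, from 13.8 ± 1.36 to 39.6 ± 3.35 FPKM (log2 fold change 1.51, standard error 0.08, adjusted p = 4.88e-05 from limma). Sorl1 was 54.1 ± 2.24 in normal mice and 53.9 ± 6.87 in high fat diet fed mice, a difference within the spread between mice (adjusted p = 0.913 from limma). With each mouse left out in turn, 9 to 13 host genes passed the threshold and 15 to 17 circRNAs shared the direction of their host. With cerebellar marker genes as a covariate, 9 of the 16 host genes passed it and 4 also the minimum change (6 before). Their log2 fold changes kept a median of 67.0% of their size. Usp3 went from -0.56 to -0.20 (adjusted p = 0.0934 from limma). Osbpl9 (0.0004) and Sel1l3 (0.02), not past the threshold before, lost the direction of their circRNA.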

## Discussion

It is known that high fat diet contributes to cognitive dysfunction by reducing synaptic plasticity, aggravating neuroinflammation, and suppressing LTP in brain cortex (Uranga et al., 2010; Noble et al., 2011; Val-Laillet et al., 2011). Although many studies have shown expression change of protein-coding genes in high fat diet (Val-Laillet et al., 2011; Kothari et al., 2017), the role of non-coding RNAs in the brain cortex from high fat diet fed model has not been reported yet. In the present study, we analyzed expression of both coding and non-coding RNAs in high fat diet fed brain cortex to provide comprehensive transcriptome profiles. We found that protein-coding genes related to neurogenesis, synaptic plasticity, and calcium signaling showed the most significantly altered pattern in high fat diet fed brain cortex. We also analyzed expression profiles of lncRNAs and circRNAs in the same samples. Our analyses showed dramatic differential expression of lncRNAs and circRNAs in high fat diet fed brain cortex.

In our analysis of differentially expressed mRNAs, neurogenesis and synapse were two most highly enriched GO terms in high fat diet fed mouse cortex. 

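Syndig1l (chromosome 12, 84677277 to 84698831) decreased from 7.23 ± 2.2 to 1.08 ± 0.206 FPKM, a log2 fold change of -2.60 (standard error 0.23, adjusted p = 0.000263 from limma). Syt6 (chromosome 3, 103575231 to 103645569) decreased from 7.73 ± 0.640 to 3.73 ± 0.723, a log2 fold change of -1.05 (standard error 0.14, adjusted p = 0.00112 from limma). Syndig1 (chromosome 2, 149829211 to 150004392) decreased from 28.3 ± 2.04 to 18 ± 2.31 (log2 fold change -0.66, adjusted p = 0.00132 from limma). Sytl5 (chromosome X, 9885622 to 9994543) decreased from 2.58 ± 0.222 to 1.58 ± 0.222 (log2 fold change -0.68, adjusted p = 0.00427 from limma). All 4 genes were lower in each high fat diet fed mouse than in each normal mouse, and all passed the adjusted threshold in 8 of 8 fits with 1 mouse left out. With the cerebellar covariate all 4 still passed it, and Syndig1 (-0.58, standard error 0.11) and Sytl5 (-0.58, standard error 0.16) fell just below the minimum change. Striatal tissue was not adjusted for there.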

We found decreased expression of Synaptotagmins (Syt families) including Syndig1l, Syt6, Syndig1, and Sytl5 (Supplementary Tables S1, S2). Syt families are associated with synaptogenesis and neurotransmitter release (DiAntonio and Schwarz, 1994) and promote the formation of axonal branches in forebrain neurons (Greif et al., 2013). Thus, high fat diet could lead to impairment of synaptic plasticity in part by reducing the expression of synapse-related proteins such as Syt families.

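Among the genes of NMDA receptor subunits, Grin2c alone decreased. Grin2c (chromosome 11, 115249169 to 115267243), encoding NR2C, was 16.1 ± 4.66 FPKM in normal mice and 9.43 ± 0.574 in high fat diet fed mice, a log2 fold change of -0.72 (standard error 0.17, adjusted p = 0.0116 from limma). The normal mice held 11.5, 17.5, 22.0 and 13.4 FPKM. With cerebellar marker genes as a covariate the log2 fold change of Grin2c was -0.30 (adjusted p = 0.024 from limma). The subunit genes Grin2a and Grin2b increased by log2 fold changes of 0.44 (adjusted p = 0.0127) and 0.50 (adjusted p = 0.0108, both from limma), each by less than 50%, and Grin1 by 0.22 (adjusted p = 0.0313 from limma), which passed the threshold in 4 of 8 fits with 1 mouse left out and was lost without normal mouse 2 or 3 or high fat diet fed mouse 2 or 3. Grin2d (adjusted p = 0.181) and Grin3a (adjusted p = 0.0676, both from limma) did not pass it. Of these genes, the same covariate left Grin1 at 0.11 (adjusted p = 0.269), Grin2a at 0.20 (adjusted p = 0.0688) and Grin2b at 0.23 (adjusted p = 0.0465), and raised Grin2d to 0.61 (adjusted p = 0.0564) and Grin3a to 0.49 (adjusted p = 0.0304, all from limma). Grin3b was not analysed here.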

We noticed expression changes of several important neuronal receptors in the brain cortex after high fat diet. The NMDA receptor is critical for glutamatergic neurotransmission and synaptic plasticity by inducing long term depression (LTD) in learning and memory processes such as recognition memory (Cooke and Bliss, 2006; Warburton et al., 2013). NMDA receptors consist of two obligatory GluN1 (NR1) subunits, two subunits of GluN2 (NR2A, NR2B, NR2C, NR2D), and two GluN3 (NR3A and NR3B) subunits that all bind glutamate (Paoletti et al., 2013). The expression of NR2 subunits plays critical roles in synaptic plasticity (Yashiro and Philpot, 2008). It was shown that the deletion of NR2C in mouse resulted in alternation in the synaptic transmission (Ebralidze et al., 1996). We verified the decreased expression of NR2C (encoded by Grin2c) in high fat diet fed brain cortex (Figure 2B). The decrease of NR2C expression in high fat diet fed mouse brain cortex might play a role in the synaptic dysfunction and the reduction of LTP and LTD, leading to cognitive decline in high fat diet brain.

Previous reports have shown the role of lncRNAs and circRNAs in the brain. For example, the role of several lncRNAs have been identified in neuronal development and disease (Mercer et al., 2010; Aprea et al., 2013; Ng et al., 2013). One of the initially identified circRNA, Cdr1as, has been shown to be essential for maintaining normal brain function (Hansen et al., 2013; Piwecka et al., 2017). Although circRNAs are recognized as important regulators, no study has profiled circRNAs affected by high fat diet. No study has reported the expression of lncRNAs in the brain from high fat diet fed mouse either. Our study is the first one that comprehensively profiles two important regulatory non-coding RNAs, lncRNAs and circRNAs, in high fat diet-induced animal model.

Myelin sheath is generated from oligodendrocytes and critical for saltatory conduction between neurons (Young et al., 2013). Active myelination remodeling is necessary for learning and memory processes (McKenzie et al., 2014). From expression analysis of genes related to lncRNAs, RP24-131B6 and RP24-209I7.2, we also observed decreased expression of diverse myelination-related genes in addition to Mog in high fat diet fed mouse brain cortex (Figure 2B). This includes Plp1 (proteolipid protein 1), Gsn (gelsolin), Cnp (2′, 3′-cyclic nucleotide 3′ phosphodiesterase), Pllp (plasmolipin), and Mobp (myelin-associated oligodendrocyte basic protein) (Supplementary Tables S3, S4). 

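Mog, a myelin sheath protein gene on chromosome 17 (37010743 to 37023398), decreased from 35.2 ± 5.44 FPKM in normal mice to 18.2 ± 2.91 in high fat diet fed mice, a log2 fold change of -0.95 (standard error 0.14, adjusted p = 0.00144 from limma). Mobp (chromosome 9, 120149707 to 120181484) decreased from 630 ± 124 to 329 ± 48.8 (log2 fold change -0.93, adjusted p = 0.00231 from limma). Gsn (chromosome 2, 35256380 to 35307892) decreased from 52.5 ± 7.16 to 27.2 ± 2.24, with adjusted p = 0.000644 from limma. Cnp (chromosome 11, 100574904 to 100591729) decreased from 168 ± 27.4 to 101.4 ± 15.5 (adjusted p = 0.00405), and Pllp (chromosome 8, 94674894 to 94696278) from 28.6 ± 4.09 to 18.8 ± 2.24 (adjusted p = 0.00501, both from limma). These genes had no overlap between the diets and stayed past the adjusted threshold in each fit that left out a mouse. With the cerebellar covariate all of them still passed it, and Pllp, with a log2 fold change of -0.49 (standard error 0.14) in place of -0.60 (standard error 0.12), fell below the minimum change. That covariate does not adjust for white matter, striatum or thalamus in the sample. Among the normal mice 11 of 15 myelin marker genes had the order of the thalamus markers. More such tissue in the normal samples stays open. From the GO term of the mRNAs correlated with the lncRNAs, earlier studies and the decrease of Mog, the paper proposes that high fat diet feeding can trigger demyelination in the cortex.

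**Figure D3:**
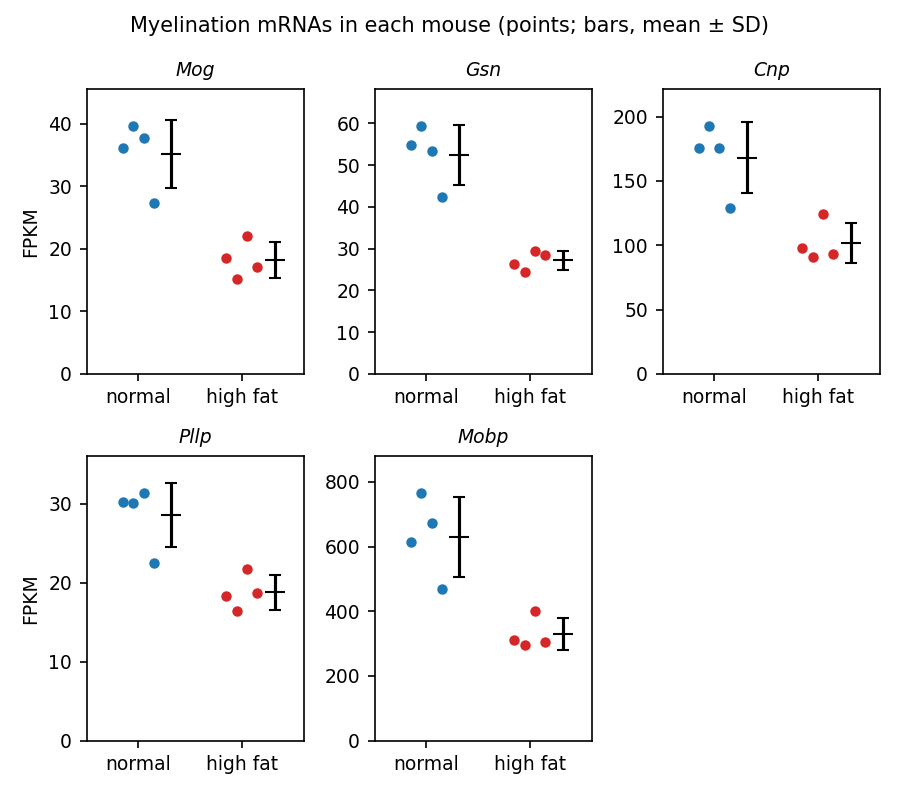
FPKM of myelination mRNAs in each mouse, with 1 panel per gene; points are single mice of the normal and high fat diets (n = 4 each) and bars give mean ± SD. All points of the high fat diet lie below those of the normal diet in each panel. High fat diet fed mouse 3 is the highest of its diet for Mog, Mobp, Gsn, Cnp and Pllp.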

Plp1 is a transmembrane protein holding myelin. It is associated with abnormal axonopathy (Inoue, 2005). Pllp (Hasse et al., 2002) and Mobp (Gould et al., 1999) in oligodendrocytes are proteins for formatting myelination in the brain (Mitkus et al., 2008). Because the expression of these genes has a high correlation with lncRNAs, RP24-131B6 and RP24-209I7.2, they might be under the control of a common signaling pathway. Elucidating this signaling network is a future direction of this study.

## Conclusion

Our study presents comprehensive transcriptome profiles of high fat diet fed mouse brain cortex. Our study is the first study that analyzes both coding and non-coding RNAs in this model. The profile of non-coding RNAs in high fat diet fed brain will be helpful for future studies about cognitive dysfunction resulted from high fat diet-induced dementia. Thus, this study provides important information to understand roles of diverse RNAs in high fat diet-induced neuropathology.

## Data Availability

The sequencing data is available through the Gene Expression Omnibus database.

## Author Contributions

GY, KC, and JS performed the biochemical and animal experiments. Y-KK performed the bioinformatics analysis. JS and Y-KK wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

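RNA sequencing was performed by the authors on cortexes of 4 normal diet mice and 4 high fat diet fed mice, with 1 library per mouse. The deposited values are FPKM, which the authors made with FastQC, Trimmomatic, STAR on mm10 and Cuffnorm on the GENCODE M17 annotation (GRCm38.p6); versions of these tools are not given in the sources used here. The authors excluded genes with a mean FPKM under 1 or an FPKM of 0 in any sample, and 14 of the 13996 genes of the values used here lie outside that filter, 12 with a 0 and 2 with a mean under 1.

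The FPKM values of the authors are normalized for depth and length and rounded to 0.1, so the depth per mouse is unknown and no interval from read counts can be given. The sums of FPKM per mouse lay between 562431 and 639142. The replicate number is only a name here, as the mice carry no pairing in the paper or the labels.

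From the deposited FPKM values, log2(FPKM + 0.1) was analysed with limma 3.58.1 in R 4.3.3 with a variance trend, two-sided, with Benjamini-Hochberg adjustment over 13982 genes. Tables, correlations and permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Coordinates come from GENCODE M21 on GRCm38, which held 13977 of the genes. Because M21 is later than the authors' M17, some gene models differ.

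The minimum change was 50% for mRNAs and 40% for lncRNAs, as in the paper, and an adjusted p below 0.05 was required. The paper kept genes that also changed in a second pipeline, Salmon and edgeR, whose values were not used here. Its rule for the first pipeline alone was tried as an alternative. Genes were named in the text by a rule: each gene that the paper names beside a conclusion, the 5 largest changes each way without overlap between diets, the lncRNAs selected in Table S3, the members of 16 marker gene lists, the calcium genes of Table S2 and the RNAs of the proteins of Fig. 1B and Fig. 2B. Values of the paper's tables had been seen when the rule was written.

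The 16 lists comprised striatum, cerebellum, thalamus, cortical projection neurons, oligodendrocytes and myelin, oligodendrocyte precursors, astrocytes, microglia, choroid plexus, ependyma, blood, male and female markers, the REV-ERB and PER phase and the BMAL1 phase of the circadian clock, immediate early genes and glucocorticoid-responsive genes. Per mouse the mean of log2(FPKM + 0.1) was taken over the list, and the diets were compared by an exact two-sided permutation test over 70 assignments, whose smallest p is 0.0286. Alternatives were another added constant, other filters, median-ratio rescaling, quantile normalization, no variance trend, the replicate number as a block, GC and length corrections (a loess fit with span 0.5 per mouse, with a GC value for 99.9% of genes), and each mouse left out in turn.

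Clustering used complete linkage on 1 minus the centered correlation. Correlations within diets were computed on deviations from the diet means with exact permutation over 576 arrangements. The procedure was tested on simulated data over the 13982 genes, in which 90 of 100 genes with a 2-fold change and 98 of 100 with a 3-fold change were recovered and 8 unchanged genes were called. GO and KEGG analyses, Western blots and PCR were not analysed here, nor were the circRNA counts beyond the paper's Table S5. The results of 1 gene are not reported here.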

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

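Of the tests in this part, those on GC content, gene length and the place of transcripts outside the mRNA and lncRNA classes and on the scaling of a mouse were chosen only after the result was seen; the bound for genomic DNA was set earlier.

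Besides mRNAs and lncRNAs, 273 of 830 transcripts of other classes were changed, 255 increased and 18 decreased, and the paper does not report on them. Most belong to TEC, the annotation class of transcripts awaiting experimental proof, with 211 increased and 5 decreased of 480. Their median log2 fold change was 0.49, and 89.0% were higher on the high fat diet. The class mean was higher in each high fat diet fed mouse than in each normal mouse (exact permutation, p = 0.0286, the smallest that 4 against 4 mice allow). Processed pseudogenes moved in the same direction, with 25 increased and 2 decreased of 143, and snoRNAs moved the other way, with 1 increased and 8 decreased of 55, though their class mean overlapped between the diets (exact permutation, p = 0.2). Classes counted as lncRNAs rose too. Sense intronic transcripts had a median log2 fold change of 0.37 (15 increased, 0 decreased of 60) and lincRNAs of 0.20 (45 and 9 of 260). The tests that follow cover TEC transcripts only.

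Genomic DNA in the libraries of the high fat diet fed mice would raise low protein-coding genes by a similar FPKM. In 267 TEC transcripts with a mean of 1 to 2 FPKM the median rise was 0.45 FPKM, while in 1054 protein-coding genes of that range it was -0.05 FPKM, which argues against it. After the GC correction the median log2 fold change of TEC transcripts was 0.47, and after the length correction it was 0.48, so neither trend explains the whole rise. Unspliced RNA of protein-coding genes that hold the transcript would leave those over 5 kb away unchanged, yet the median of these 51 was 0.52, close to the 0.51 of the 369 inside a gene on the same strand. Transcripts within 5 kb (50) and those inside on the other strand (9) rose less, by 0.19 each. The paper gives an RNA integrity number above 9 for all samples, which leaves differences within that range open. These, nuclear RNA content and a biological change with diet were not tested.

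Among 230 groups of 4 mice, 14 held a mouse far from the other 3 by Dixon's criterion for 4 values, on log2 values, where chance gives about 11.5, so the number of such mice is near what chance gives. High fat diet fed mouse 3 was high for Mobp (402 FPKM against 297.0 to 311.8, ratio 0.839) and the mean of the myelin list (5.49 against 5.06 to 5.11, ratio 0.864). Mobp is part of that list, so these count as 1 deviation. Without any single mouse, the log2 fold change of Mobp stayed between -1.06 and -0.82, so the direction does not rest on this mouse. Wrong scaling of that sample would shift other genes by a similar amount, but over 12519 protein-coding genes the median log2 difference between this mouse and the other 3 of its diet was 0.00593, against 0.40 for the myelin list, which argues against it. A difference in the amount of white matter in the piece of tissue and a biological difference between mice stay open; no biological explanation was tested.

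Normal mouse 4 was low for Rasgrp2 (against 20.7 to 22.1 FPKM in the others, ratio 0.850), RP24-131B6.1 (3.1 against 4.5 to 4.8, ratio 0.852) and Pllp (22.5 against 30.1 to 31.4, ratio 0.873). High fat diet fed mouse 4 was low for Sox8 (16.3 against 18.5 to 18.8, ratio 0.887). Leaving out any mouse kept each of these 4 genes past limma's adjusted threshold. For these mice no technical or biological explanation was tested.

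The remaining deviations involve steps of the rounding or small differences. Vill was 4.0 in high fat diet fed mouse 3 against 5.1 to 5.3 (ratio 0.863), Adora2a was 0.6 in high fat diet fed mouse 4 against 0.4 in the others (ratio 1), Pabpc5 was 1.7 in high fat diet fed mouse 3 against 1.9 (ratio 1), Osbpl9 was 18.5 in high fat diet fed mouse 1 against 17.8 to 17.9 (ratio 0.855) and Arntl was 16.5 in high fat diet fed mouse 3 against 15.9 to 16.0 (ratio 0.831). The oligodendrocyte precursor list was 2.54 in high fat diet fed mouse 2 against 2.46 to 2.48 (ratio 0.845), and the BMAL1 phase list was 3.47 in normal mouse 2 against 3.56 to 3.57 (ratio 0.856). Rounding to 0.1 FPKM sets the ratios of Adora2a and Pabpc5. No biological explanation was tested.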

How the results depend on the processing

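The covariate fits and the paper's rule on log values were chosen after seeing the data; the other alternatives were set before the data were examined.

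The number of changed mRNAs was within 1.5 times of 713 with an added constant of 0.01 (735), no filter (715), median-ratio rescaling (705), quantile normalization (728), no variance trend (690), the GC correction (649) and the length correction (683), and between 552 and 892 with each mouse left out (lowest without normal mouse 2, highest without normal mouse 4). For lncRNAs the same settings and fits gave between 70 and 113. The balance of 332 increased to 381 decreased mRNAs depends on the setting: 242 of 649 were increased under the GC correction, but 218 of 383 with a mean FPKM of at least 5 and 268 of 431 by the paper's rule on linear FPKM.

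An added constant of 1 gave 472 mRNAs and 61 lncRNAs, which shrinks changes of low genes, and a mean FPKM of at least 5 gave 383 and 22, with fewer genes tested. Without a minimum change the counts were 4159 and 155. The paper's rule on linear FPKM gave 431 mRNAs, and on log values 453; the cause was not tested. Cerebellar markers as covariate gave 413 mRNAs and 64 lncRNAs, among them 334 of the 713 and 43 of the 103. Cerebellar and striatal markers together gave 2 and 1, among them 1 and 0 of these, but both lists differ between diets, and the median standard error rose 2.77 times, so that fit has little power.

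The numbers of the mice do not pair them. The deviations of same-numbered mice correlated at -0.04, -0.03, -0.11 and -0.07, and the replicate number as a block gave 649 mRNAs and 84 lncRNAs.

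The clustering kept 8 of 8 mice with their diet in the alternatives run, and 7 of 7 without 1 mouse. After subtraction of diet means, the pair of RP24-209I7.2 and Sox8 had r 0.38 (exact permutation, p = 0.358). The number of mRNAs correlated with RP24-131B6.1 was then 32, and with RP24-209I7.2 it was 4, since that step removes the difference between diets. With 1 mouse left out and diet means not subtracted, the counts of 226 and 128 lay between 199 and 915 and between 123 and 561. The counts of host genes stayed within 1.5 times.

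No marker list passed 0.05 after adjustment over 16 lists in the values reported (smallest adjusted p 0.0508). With an added constant of 1, 10 lists had adjusted p = 0.0457 (exact permutation) with the same direction: striatum -1.72, cerebellum -1.93, thalamus -0.90, cortical projection neurons 0.56, myelin -0.78, precursors -0.0851, ependyma -0.95, blood -0.63, male and female markers -0.18 and REV-ERB and PER phase 0.55. The 10th list, precursors, moved its exact p from 0.0571 to 0.0286. Each list gene used already had a mean FPKM of at least 1, so the alternative with that minimum could change nothing.

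Of 98 named genes followed through the alternatives, 86 passed the adjusted threshold. None lost it with an added constant of 1 or median-ratio rescaling, 5 did with the block, 0 to 8 without 1 mouse and 18 with cerebellar markers as covariate. None of the 86 reversed its direction in these alternatives, while some of the others, near 0, did, such as Sorl1 (-0.10 to 0.03 without 1 mouse). Depth is unknown, and rounding to 0.1 limits genes near 1 FPKM.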

Differences from the paper's values

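The covariate alternative named in this part was chosen only after the values were seen.

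For mRNAs changed on the high fat diet the paper's number is 286, and 713 were found here. Of the alternatives set before the data were examined, a mean FPKM of at least 5 gave 383, within 1.5 times of the paper's number, and the others did not come within it: an added constant of 1 (472) or 0.01, no filter, both normalizations, no variance trend, the block, the GC and length corrections, each mouse left out, no minimum change and the paper's rule on linear FPKM (431). The covariate of cerebellar markers, chosen after seeing the values, gave 413 and kept 334 of the 713. The paper's number needs a call in a second pipeline that was not used here. Of the 285 mRNAs marked as selected in the held part of Table S1, 279 were changed.

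The paper's number of changed lncRNAs is 24, and 103 were found here. A mean FPKM of at least 5 gave 22, and no other alternative came within 1.5 times of the paper's number, the nearest being an added constant of 1 with 61. Of the 24 selected by the paper, 24 passed the adjusted threshold and 23 the minimum change; without a minimum change the exception, Zswim6, passes.

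The paper's log2 fold changes differ for 3 of 170 genes. The paper's value for Fat2 is -5.69, against -4.12; leaving out normal mouse 1 (-5.06), normal mouse 4 (-4.27) or high fat diet fed mouse 2 or 4 (-4.22) brought it within the spread between mice, and the other alternatives did not. The paper's value for En2 is -4.46, against -2.85, and only leaving out normal mouse 1 (-3.70) brought it within that spread. The paper's value for Shox2 is -4.73, against -3.33, and no alternative was run for it because it lies outside the filter. The paper's folds are ratios of mean FPKM. On that scale the values used here are -5.65 for Fat2, -4.27 for En2 and -4.63 for Shox2, and 168 of 170 folds lie within 0.1 of the paper's, Gabra6 and En2 being the exceptions.

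The paper lists 84 mRNAs correlated with RP24-209I7.2, and 128 were found. On log2 values the count was 88, with a mean FPKM of at least 5 it was 105, and without normal mouse 2 it was 123, each within 1.5 times of the paper's number; after subtraction of diet means it was 4, and without each other mouse it was between 166 and 561.

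The paper places the promoter region of RP24-131B6.1 over the neighboring gene Degs1. In the annotation used here the genes overlap by 0 bp and the start sites lie 5186 bp apart. For RP24-209I7.2 and Sox8 the transcripts overlap by 329 bp.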

Other observations

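Of the tests in this part, those on other splits of the mice, on GC content, length and scaling for the changed mRNAs, on both covariate fits as the only source, on the order of list genes among the normal mice, on cortical neurons, on circRNAs, on choroid plexus and on time of day were chosen only after the result was seen, and the rules for the myelin and choroid plexus tests were changed after their results were known; the GC tests of 3 lists, the covariate tests of Cd38 and Grin2c and the tests on correlated mRNAs had bounds set earlier.

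Of 35 splits of the 8 mice into 4 and 4, only 1, the real one, gave as many as 713 changed mRNAs, and only 1 gave as many as 103 changed lncRNAs with limma. The highest of the other splits was 0 for each. At an unadjusted p below 0.05 the real split gave 5565 mRNAs and 225 lncRNAs, and the highest of the other splits 1874 and 80. That share, 1 of 35, is the smallest that 4 against 4 mice allow, and it argues against chance as the source of the counts. Of the 713 changed mRNAs, 591 kept their call after the GC correction, 635 after the length correction and 701 with median-ratio rescaling, which argues against each of these as the whole cause.

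Regional marker genes differed more than most genes between diets. With exact permutation over 70 assignments, the mean log2 difference, high fat diet minus normal diet, was -2.02 for the striatum list, -2.78 for cerebellum, -1.28 for thalamus, 0.60 for cortical projection neurons, -0.81 for oligodendrocytes and myelin, -1.44 for ependyma, -0.68 for blood, -0.19 for male and female markers and 0.59 for the REV-ERB and PER phase, each with p = 0.0286 (adjusted p = 0.0508 over 16 lists) and without overlap between the diets. None therefore passes 0.05 after adjustment. That exact p is the smallest that 4 against 4 mice allow, so the adjusted value does not reflect the size of a difference. With limma, 15 of 15 striatum genes were changed, 14 of 15 myelin genes, 8 of 13 cerebellum genes and 5 of 5 blood genes. For thalamus it was 4 of 9, for cortical projection neurons 5 of 10, and for male and female markers 0 of 4. The other lists, by the same exact test, had differences of -0.0899 for oligodendrocyte precursors (p = 0.0571, adjusted 0.0831), -0.16 for astrocytes (p = 0.0857, adjusted 0.114), 0.01 for microglia (p = 0.971), -1.78 for choroid plexus (p = 0.143, adjusted 0.163), -0.12 for the BMAL1 phase (p = 0.0571, adjusted 0.0831), -0.30 for immediate early genes (p = 0.171, adjusted 0.183) and 0.20 for glucocorticoid-responsive genes (p = 0.143, adjusted 0.163). The paper selected 14 of the 15 striatum genes used here, 11 of 15 myelin genes, 3 of 13 cerebellum genes, 1 of 9 thalamus genes and 2 of 10 cortical genes as changed on these mice, so these lists are not independent of its lists.

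A candidate explanation is that the pieces of tissue of normal mice held more striatum and cerebellum. Cerebellum genes varied among the normal mice, with a list mean of 0.92, 3.99, 4.43 and 2.50 in normal mice 1 to 4 and at most 0.39 in high fat diet fed mice, and Gabra6 was 30.5 FPKM against 0.1. All 13 of 13 cerebellum genes had the order of the other list genes among the normal mice, against 7.22% of all genes, and 13 of 15 striatum genes had theirs, against 2.05%. In the thalamus list 9 of 9 genes shared an order. Shared order shows that the genes of a list vary together, and blood (4 of 5), microglia (5 of 10) and immediate early genes (6 of 12) also share one, so it does not by itself identify tissue. Of the striatum genes 13 of 15 have a mean of at least 1 FPKM in high fat diet fed mice and of the cerebellum genes 6 of 13, and Penk, an abundant striatum gene, was 109 FPKM against 11.2. A lower share of cortical neurons in the normal samples, with other cell types alike, would lower astrocytes, microglia and precursors on the high fat diet too, and their median difference was -0.0899, which argues against it. After the GC correction the mean log2 fold change was -2.06 for striatum and -2.25 for cerebellum (11 genes in the filter, -2.20 before). Diet as the only source would not spread the cerebellum genes among mice of 1 diet. Their list mean ran from 0.92 to 4.43 in the normal mice, in the same order for 13 of 13 genes, which argues against it. A part of diet in the fall of the cerebellum genes, and regulation of the striatum genes by diet, stay open and were not tested.

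With the cerebellar markers as covariate, 334 of the 713 changed mRNAs kept their call, and the median standard error rose 1.22 times. This argues against cerebellar tissue as the only source, but weakly. Cbln3 (-3.08), Fat2 (-2.07), Car8 (-1.13) and Zic1 (-0.98), markers within the covariate, also kept their call, while En2 and Gdf10 lost theirs. The fit may thus leave part of a cerebellar difference in place. Of the 379 mRNAs that lost their call, 176 still passed the adjusted threshold and fell below the minimum change. The log2 fold changes of the 713 kept a median of 79.5% of their size (middle 50% of genes, 63.9% to 93.1%). With cerebellar and striatal markers as covariates, only 1 kept its call, but the standard error rose 2.77 times because both lists separate the diets. Diet and tissue composition cannot be told apart in that fit.

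The myelin list was lower by -0.81, with a mean log2 fold change of -0.85 after the GC correction, which argues against GC content. Striatal tissue as the only source would give the myelin genes the order of the striatum list among the normal mice; 1 of 15 had it, where 95% of random lists have at most 1. An earlier rule on the ratio to the share of all genes was passed by that 1 gene, and the rule was changed after the result because 1 gene decides little. Myelin genes had an order of their own in 11 of 15 cases, the one of the thalamus list. Whether striatal tissue contributed to the fall of myelin genes cannot be told apart from diet with 1 gene. White matter in the sample and loss of myelin by diet stay open.

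With cerebellar markers as covariate, the log2 fold change of Cd38 was -0.83, 58.1% of its size, and that of Grin2c was -0.30, 41.8% of its size. For Grin2c this is what cerebellar tissue in some normal diet samples would give, and its normal mice (11.5, 17.5, 22.0 and 13.4 FPKM) follow the order of the cerebellum list. The normal mice follow that order for Cd38 as well (1.1, 2.7, 2.8 and 1.6 FPKM), but the covariate value lies between the bounds, and such tissue and diet cannot be told apart. Of the 10 decreased circRNAs of Fig. 4E, 2 had the order of the cerebellum list in the paper's Table S5, against 37 of 524 circRNAs (Fisher's exact test, p = 0.153), which decides nothing, and cerebellar tissue and diet cannot be told apart for them.

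Choroid plexus genes were low in high fat diet fed mice 1 to 3 and high in mouse 4, with Ttr at 73.4, 18.6, 24.4 and 920.7 FPKM, and in the normal mice at 647.2, 546.3, 706.8 and 332.6. Of the 5 list genes other than Ttr, mouse 4 was the highest of its diet in 5, but on log2 values 0 were outliers by Dixon's criterion (ratios from 0.61 to 0.82). On linear FPKM the ratios were 0.80 to 0.957; the scale was not fixed in advance. The bound was changed after the result, since a lack of outliers is not something that tissue in the sample forbids. Choroid plexus tissue in that sample and a difference between mice cannot be told apart.

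REV-ERB and PER phase genes were higher on the high fat diet, 9 of 9 in direction, with Dbp at 23.7 ± 1.72 FPKM in normal mice and 45.2 ± 1.47 in high fat diet fed mice (log2 fold change 0.93, adjusted p = 6.68e-05 from limma). Collection at another time of day would lower the BMAL1 phase genes, and their difference was -0.12 with overlap between mice of the diets (exact permutation, p = 0.0571). That mean holds 1 opposing gene, Npas2, which rose by 0.90 (adjusted p = 0.00149 from limma), while 4 of 5 fell, among them Nfil3 (-0.81) and Arntl (-0.26); the median of the 5 was -0.26. The times of collection are not given in the sources used here, and collection time and an effect of diet on the clock cannot be told apart.

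After subtraction of diet means, 32 mRNAs lay beyond 0.95 with RP24-131B6.1, above the 95th percentile of 100 shufflings (29.05) and below their highest (34), so a relation beyond the difference between the diets cannot be told apart from chance. For RP24-209I7.2, 4 did, below the 95th percentile of its shufflings (26.6), and the difference between the diets alone may account for its correlated mRNAs.

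The RNAs of the proteins measured in Fig. 1B and Fig. 2B had these log2 fold changes with limma. Irs1 was 0.14 (adjusted p = 0.233), Insr 0.20 (adjusted p = 0.0128), Gsk3b 0.29 (adjusted p = 0.0139), App -0.03 (adjusted p = 0.689), Dlg4, which encodes Psd-95, 0.25 (adjusted p = 0.0523) and Syp 0.12 (adjusted p = 0.123). Insr and Gsk3b passed the adjusted threshold in 8 of 8 fits with 1 mouse left out, but not with cerebellar markers as covariate, where Insr was 0.20 (standard error 0.06, before 0.05, adjusted p = 0.0518) and Gsk3b 0.18 (standard error 0.07, adjusted p = 0.127).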
